A study of Homo sapiens with 10 samples. Its data were reported in "Obesity and dyslipidemia are associated with partially reversible modifications to DNA hydroxymethylation of apoptosis- and senescence-related genes in swine adipose-derived mesenchymal stem/stromal cells" (2023).

How the data were processed

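5-Hydroxymethylcytosine (5hmC) is an oxidised form of methylated cytosine. In hydroxymethylated DNA immunoprecipitation sequencing (hMeDIP-seq), fragmented genomic DNA is pulled down with an antibody against 5hmC and the recovered fragments are sequenced, so that read coverage rises with the amount of 5hmC. The samples were mesenchymal stem/stromal cells (MSCs), the adherent progenitor cells grown out of adipose tissue, from 5 Obese and 5 Lean human donors. The groups were taken from the sample labels. Replicate numbers only name the samples in their order of deposition.

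Per the methods of the study, the authors sequenced paired-end 51 bp reads, aligned them to hg38 with Bowtie 2 v2.3.3.1, removed duplicates with Picard MarkDuplicates v1.67, counted the reads over the exons of each gene with htseq-count v0.9.1 and normalised the counts with edgeR v3.28.1. The deposited values are therefore a coverage signal per gene: exonic immunoprecipitated reads, adjusted to a common library size and no longer whole numbers. They carry no correction for exon length, GC content or the input DNA, so a gene with long exons has a higher value at the same density of 5hmC, and values were compared between libraries, gene by gene. The table held 17612 genes, and no gene was at 0 in all 10 libraries. All 10 value columns matched a sample title, and 0 columns were left unmapped. Because the normalised values do not return whole reads for nearly all genes, no count model was fitted.

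Low values lie in bands. The spacing of the bands gave the value of 1 read in each library (0.89 to 1.23) and from it the number of exonic reads, 410465 to 625363 per library. This estimate was tested on simulated values. At the median gene (mean value 18.9), counting error alone is 23.0% of the value in 1 library.

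Gene positions, exon lengths and exon GC content were taken from GENCODE 44 on hg38 by gene symbol. Of the 17612 symbols, 17386 matched directly and 149 through an older symbol, and 77 had no match. Genes on the X and Y chromosomes were kept in the totals and counts and are not named. Exons that belong to more than 1 gene were measured for each named gene, since the authors' counting could have split or dropped such reads.

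Computations were made in R 4.3.3 with limma 3.58.1. The rule the methods of the study state was applied first: a two-sided equal-variance two-sample test on the deposited values with p at most 0.05, together with a ratio of group means, Obese over Lean, of at least 1.4 (high) or at most 0.7 (low). This rule adjusts no p for the number of genes. As the main test with adjustment, limma (linear model, moderated variances with a mean trend) was fitted to log2(value + 1) of the 17407 genes with a mean of at least 1, with Benjamini-Hochberg adjustment. Fold changes are on this log2(value + 1) scale, which understates the change of low genes. Differences of a single value per library were tested with two-sided exact permutation tests over all assignments of 5 and 5, whose smallest possible p is 0.00794. The distance between whole profiles was given as the share of squared distance that lies between groups, with an exact permutation p.

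The sample titles carry running numbers that fall into a lower and a higher set of 5 libraries each. The labels do not say what the numbers stand for. The lower set holds 3 Obese and 2 Lean libraries, the higher set 2 Obese and 3 Lean. The set was treated as a possible batch: differences were recomputed within sets and averaged, with permutation within sets (smallest possible p 0.01), or the set entered the model as a covariate.

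Gene lists for apoptosis (50 genes), senescence (55 genes, of which 53 were analysed here) and proliferation (50 genes) were written from general knowledge. A list score is the mean over its genes of log2(value + 1) after centring each gene on its mean over the 10 libraries; limma's camera and fry were run beside it. A list of 10 genes carries directions that the study found in swine MSCs. The named genes followed a fixed rule: the 10 genes the study's text names for the human comparison, the 10 swine direction genes, and the 3 highest and 3 lowest fold changes among autosomal genes at a limma adjusted p under 0.05 or, if fewer than 6 passed, among autosomal genes past the study rule with a mean of at least 10 and no overlap between the 5 Obese and 5 Lean values. The groups, tests, lists, naming rule and alternatives were fixed before the data were examined.

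The alternatives were pseudocounts of 0.1 and 5, other filters on low genes, rescaling to equal totals, by median ratios or by quantiles, removal of each library's trend with exon GC content (loess, span 0.3), the set as a covariate, other test forms, and leaving out each library. All routines were tested on simulated libraries with the real means and depths. These were drawn with counting error plus a small extra spread between libraries (negative binomial dispersion 0.01). Of 200 genes changed 2-fold among 17612, limma called 83% and the study rule 96%. The changed genes were drawn only from genes with a mean of at least 10, here and below, so recovery in the 4679 genes with a mean under 10 was not tested. With 200 such genes changed 2-fold in the real values under 10 regroupings of the libraries, limma called 67.5% on average (60% to 75.5%) and the study rule 90%.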

Results

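Exonic 5hmC coverage was measured in adipose-derived MSCs of 5 Obese and 5 Lean donors, 1 library each, to find genes whose 5hmC level differs with obesity. The normalised values of a library summed to between 490741 and 557199 over the 17612 genes, with 533999 ± 30168 (SD, n = 5) in Obese and 511540 ± 23583 (SD, n = 5) in Lean. The mean over libraries was 18.9 for the median gene, and 4679 genes had a mean under 10. Between 167 and 428 genes of a library had a value under 0.5. Coverage was spread over many genes: the 100 highest genes of a library held 4.97% to 6.77% of its total. The highest mean belonged to MUC3A, at 1816 ± 428 (SD over 10 libraries), followed by MUC6 at 1145 ± 229. Both are mucin genes with repeated sequence and close relatives, so their reads are not securely assigned.

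No libraries were duplicates of each other. For each pair, the mean squared difference between their values was divided by the difference that counting reads alone would give, over 15091 autosomal and unplaced genes with a mean of at least 5. This pair index is 1 for counting error alone. It ranged from 1.05 to 1.666 for the 20 pairs from the same title number set and from 1.35 to 3.40 for the 25 pairs from different sets. Within a set, Obese and Lean pairs were as close (median 1.12) as pairs of the same group (median 1.16). Lean replicate 3 lay between the sets. Without it, the index was 1.05 to 1.29 within sets and 1.83 to 3.40 between them.

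The libraries differed in how their coverage followed the GC content of exons. The slope of log2 coverage on exon GC, relative to the mean of the 10 libraries, was 0.15 ± 0.07 per 10 percentage points (SD, n = 5) in the lower set and -0.15 ± 0.04 (SD, n = 5) in the higher set. The exact permutation p of this difference was 0.00794, the smallest possible, and 0.0111 after adjustment over the 7 library measures tested. Between Obese and Lean the slope differed by 0.14, less than the spread within groups (0.17 in Obese and 0.15 in Lean; exact permutation p = 0.214, adjusted 0.407). Within sets the Obese libraries exceeded the Lean libraries by 0.08 on average (exact permutation within sets p = 0.02, adjusted 0.07). None of the 7 measures, among them total, estimated reads and the share of the 100 highest genes, differed between Obese and Lean at an adjusted exact permutation p under 0.05, pooled or within sets.

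**Figure D1:**
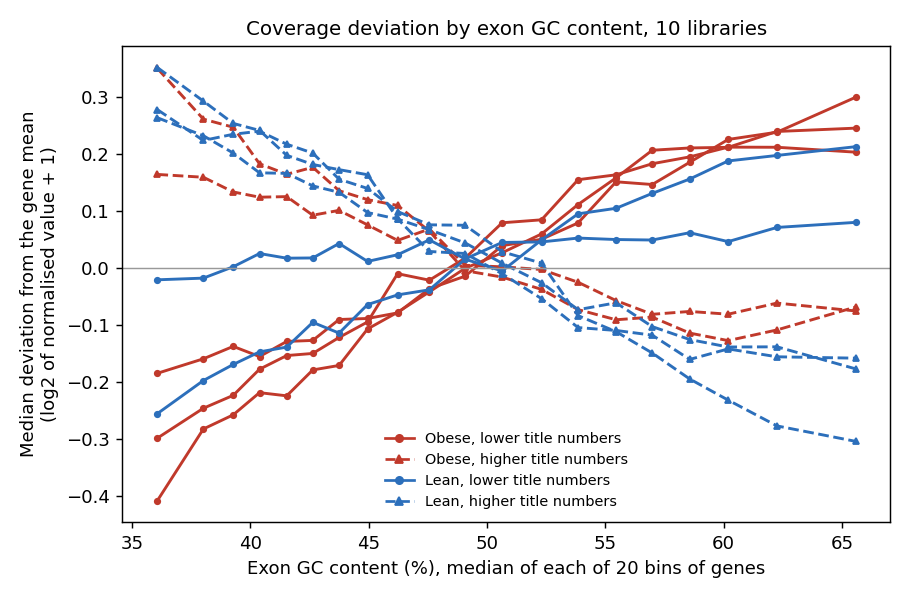
Median deviation of each library from the gene mean, on the log2(value + 1) scale, against the exon GC content (%) of 20 equal bins of genes; each line is 1 library, red for Obese and blue for Lean, solid with circles for the lower and dashed with triangles for the higher title number set. In the most GC-rich bin (median 65.6% GC) the lower set lies between 0.08 and 0.30 and the higher set between -0.30 and -0.07.

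Whole profiles were compared next. Of the squared distance between the 10 profiles, 11.8% lay between Obese and Lean (exact permutation p = 0.27), and 13.1% when computed within sets (exact permutation within sets p = 0.23). The title number sets accounted for 29.7% (exact permutation p = 0.00794). The 1st principal component held 32.7% of the variance and placed all 5 lower set libraries on one side and all 5 higher set libraries on the other, with Lean replicate 3 nearest to the middle. Leaving out Obese replicate 4 moved the group share most, to 16.7% (exact permutation p = 0.111).

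Under the rule of the study, 143 genes (0.812%) were high and 323 (1.83%) were low in Obese relative to Lean, 466 in all, of which 69.3% were low. The test alone was passed by 885 genes, or 5.02% of all genes, and no gene had an adjusted p under 0.05 when these p were adjusted over all genes. The groups did not overlap at 118 genes (0.67%), where chance gives 0.794%, or 140 genes. Calls fell mostly on genes with low coverage: 4.66% of the genes with a mean under 10 passed the rule, against 0.178% of the genes with a mean of 50 or more. The median exon GC content was 56.2% for high genes, 43.0% for low genes and 48.3% for all genes. With the title number set as a covariate 459 genes passed, and 375 were shared with the 466. The count moved most when 1 library was left out, to 821 genes without Lean replicate 4 and 817 without Obese replicate 4. In simulated libraries with no changed gene the rule called 404 ± 16.2 genes (SD over 20 draws), 47.6% of them low. In splits of the real libraries with the set composition of the real groups the median was 294 genes.

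**Figure D2:**
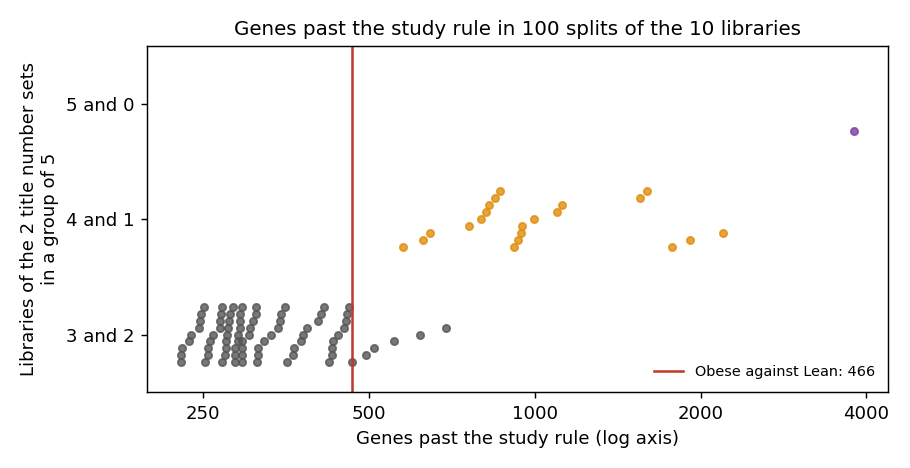
Number of genes past the study rule (log axis) in each of 100 splits of the 10 libraries into groups of 5, by how many libraries of each title number set a group holds; each point is 1 split, points are spread vertically within a row for legibility, and the red line is Obese against Lean. The real split (466) lies within the range of the 78 splits with 3 and 2 libraries of each set (228 to 689), and all 21 splits with 4 and 1 lie above it.

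With adjustment, no gene differed. In the limma fit 0 of 17407 genes had an adjusted p under 0.05, and the lowest adjusted p was 0.856. At an unadjusted p under 0.05 there were 863 genes (4.96%), 395 higher and 468 lower in Obese. The 78 drawn splits with the set composition of the real groups gave a median of 435.5 such genes, and 5 of them, the real one included, gave at least 863. The median size of the log2 fold change was 0.19, below the median standard error of 0.24. The count stayed at 0 with the set as a covariate (1009 genes at an unadjusted p under 0.05) and under the other alternatives. In that same fit, 3659 genes (21%) differed between the title number sets at a limma adjusted p under 0.05. Sample weights moved the unadjusted count most, to 2305 genes.

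For apoptosis and senescence, the study displays 80 genes of the human comparison, 17 as high and 63 as low in Obese. The genes it displays for proliferation were not analysed here as a list. All 80 had the displayed direction, 74 had p at most 0.05 in the two-sided test, and 56 also passed the ratio limits (11 high and 45 low). The number fell to 35 without Obese replicate 3 and to 37 without Obese replicate 2. Adjusted over the list alone, 48 of the 79 genes with a mean of at least 1 had a limma adjusted p under 0.05, against 0 adjusted over all genes tested. The list was chosen on these samples, so the count over the list alone is not independent evidence.

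Among the 10 genes the study's text names, CASP6, CASP10 and MAP3K3 had no overlap between groups. CASP6 (chromosome 4, 109688622 to 109703583, hg38) had an exonic coverage of 2.42 ± 1.15 in Obese and 6.66 ± 1.48 in Lean (SD, n = 5 each), a log2 fold change of -1.21 ± 0.38 (SE). Its low coverage, a few reads per library, limits the precision of this value. CASP10 (chromosome 2, 201182872 to 201229428) had 33.1 ± 2.77 in Obese and 44.4 ± 6.61 in Lean (SD, n = 5 each), a log2 fold change of -0.40 ± 0.16 (SE). Its ratio of means, 0.747, lay outside the limit of the rule. MAP3K3 (chromosome 17, 63622415 to 63696305) had 17.9 ± 3.34 in Obese and 25.8 ± 4.06 in Lean (SD, n = 5 each), a log2 fold change of -0.51 ± 0.20 (SE). Another protein-coding gene covers 5.04% of the exonic bases of CASP6 and 6.84% of those of MAP3K3. Each of the 3 had an exact permutation p of 0.00794, the smallest possible, and 0.0529 after adjustment over the 20 named genes that were not selected here for separated groups.

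EIF2B5 (chromosome 3, 184135038 to 184146127) was also lower in Obese, 12.8 ± 2.52 against 20.6 ± 3.93 (SD, n = 5 each; exact permutation p = 0.0159, adjusted 0.0794). IL23R (chromosome 1, 67138907 to 67259979) had 8.91 ± 4.08 in Obese and 15.7 ± 4.21 in Lean (SD, n = 5 each; exact permutation p = 0.0397, adjusted 0.113), and its log2 fold change of -0.85 was -0.56 without Obese replicate 2. CDKN2B (chromosome 9, 22002903 to 22009305) had 4.83 ± 1.39 and 7.92 ± 1.96 (SD, n = 5 each; exact permutation p = 0.0238, adjusted 0.0952). POT1 (chromosome 7, 124822386 to 124929983) and CALCRL (chromosome 2, 187341964 to 187448460) were lower in Obese by log2 fold changes of -0.49 ± 0.25 and -0.50 ± 0.23 (SE), and these moved to -0.29 and -0.27 once the GC trend of each library was removed. AAAS (chromosome 12, 53307456 to 53324864) and FST (chromosome 5, 53480626 to 53487134) were higher in Obese, by 0.43 ± 0.18 and 0.58 ± 0.22 (SE), with overlapping groups (exact permutation p = 0.0635 and 0.0556, each adjusted 0.127). The fold change of FST was 0.38 without Lean replicate 2. All 10 had the direction the text of the study gives them, 5 passed its rule, and each had a limma adjusted p of 0.856 over all genes. Adjusted over the list alone, 7 of the 10 had a limma adjusted p under 0.05 (lowest 0.0338), again on a list chosen from these samples.

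**Figure D3:**
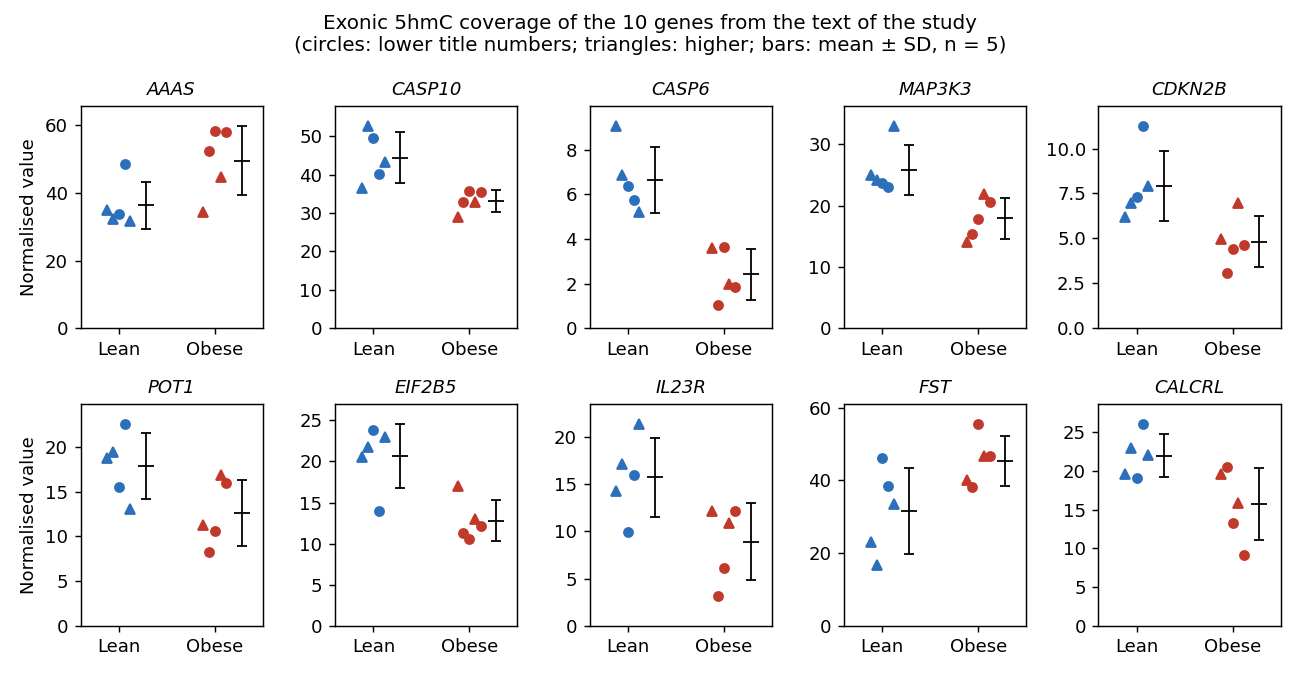
Normalised exonic 5hmC coverage of the 10 genes from the text of the study, from 0 on a linear axis, in the 5 Lean (blue) and 5 Obese (red) libraries; circles are the lower and triangles the higher title number set, and black bars are mean ± SD. CASP6, CASP10 and MAP3K3 show no overlap between groups, while the groups overlap at the other 7 genes.

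The gene lists ask whether 5hmC shifts together over genes of apoptosis, senescence and proliferation. The apoptosis score differed by -0.028 between Obese and Lean on the log2 scale (SD 0.062 and 0.043; exact permutation p = 0.476; within sets -0.012, p = 0.66). The senescence score differed by -0.07 (SD 0.074 and 0.067; exact permutation p = 0.167; within sets -0.051, p = 0.19). The proliferation score differed by -0.084 (SD 0.14 and 0.071; exact permutation p = 0.286; within sets -0.05, p = 0.31). Adjusted over the 3 lists, the lowest exact permutation p was 0.429. Neither camera, with a preset or an estimated correlation (p of 0.293 or more), nor fry (p of 0.177 or more) called a list. Rescaling to equal totals moved each difference most, to -0.084 for apoptosis (exact permutation p = 0.246), -0.13 for senescence (exact permutation p = 0.151) and -0.14 for proliferation (exact permutation p = 0.278). Removal of the GC trends brought them to -0.0045, -0.018 and -0.055 (exact permutation p = 0.81, 0.722 and 0.294), and quantile normalisation reversed the apoptosis difference (0.020, exact permutation p = 0.492). Without Obese replicate 1 the senescence difference was -0.10 (exact permutation p = 0.0317), the only fit in which a list passed 0.05. The apoptosis difference was -0.0053 without Obese replicate 3, -0.014 without Lean replicate 5, -0.043 without Obese replicate 1 and -0.042 without Obese replicate 4, and the proliferation difference was -0.044 without Obese replicate 3. The study rule called 2 of 50 apoptosis genes (BIRC2 and CASP6, both low) and 2 of 53 senescence genes (CDKN2B and CHEK1, both low). It called 1 of 50 proliferation genes (CCNB2, high). All of the low genes called here are among those the study displays as low on these samples. Their calls are therefore not independent of its selection. BIRC2, CHEK1 and CCNB2 are outside the naming rule and were named after their values were seen. These shares (4%, 3.77% and 2%) did not differ from 2.64% to 2.65% of the other genes (Fisher's exact test, two-sided, p = 0.383, 0.652 and 1). Adjusted over each list alone, 0 genes had a limma adjusted p under 0.05, and 3 genes of each list had an unadjusted p under 0.05.

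The swine direction list asks whether genes that changed in swine MSCs moved the same way in human MSCs. Of its 10 genes, 5 had the swine direction. The score, the genes high in swine minus the genes low in swine, differed by 0.032 between Obese and Lean (SD 0.25 and 0.16; exact permutation p = 0.817; within sets 0.029, p = 0.86; fry p = 0.699). Removal of the GC trends moved the difference most, to -0.12 (exact permutation p = 0.46), and a pseudocount of 0.1 moved it the other way, to 0.18 (exact permutation p = 0.643). The sign also changed with a pseudocount of 5 (-0.064), without Obese replicate 2 (-0.056) and without Lean replicate 3 (-0.024), and the difference was 0.10 without Obese replicate 3. None of the 10 passed the study rule, and 0 passed when adjusted over the list alone (lowest limma adjusted p 0.228). The genes the paper reports as changed in both species, EIF2B5, IL23R, FST and CALCRL, are not in this list. That none of the 10 passed the rule therefore largely restates that report. The list is not a full test of whether changes are shared between the species. CASP14 (chromosome 19, 15049480 to 15058293), low in swine, was the farthest from 0 relative to its error and ran the other way, with 127 ± 26.8 in Obese and 94.6 ± 13.8 in Lean (SD, n = 5 each; exact permutation p = 0.0714, adjusted 0.13). DDIT3 (chromosome 12, 57516588 to 57521737) had the swine direction, 2.81 ± 1.64 against 4.61 ± 1.66 (SD, n = 5 each; exact permutation p = 0.143), and shares 39.6% of its exonic bases with other genes. Its log2 fold change of -0.70 was -0.27 without Obese replicate 2.

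No gene passed the limma threshold, so the genes with the highest and lowest fold changes were drawn from the 43 autosomal genes past the study rule with a mean of at least 10 and no overlap. Those with the highest fold changes were MC1R, C9orf16 and TSPO2, with log2 fold changes of 0.81 ± 0.29, 0.80 ± 0.22 and 0.69 ± 0.24 (SE). MC1R (chromosome 16, 89912119 to 89920973) and C9orf16 (chromosome 9, 128160265 to 128163924) share 48.2% and 57.1% of their exonic bases with other genes, so their values are uncertain. TSPO2 (chromosome 6, 41042467 to 41044337) shares none, and had 17.0 ± 2.78 in Obese and 10.1 ± 1.35 in Lean (SD, n = 5 each). Those with the lowest fold changes were GBP6 (chromosome 1, 89364059 to 89388160), GJD2 (chromosome 15, 34751032 to 34754998) and STRADB (chromosome 2, 201387858 to 201480846), with log2 fold changes of -1.13 ± 0.35, -1.07 ± 0.29 and -1.0 ± 0.30 (SE). The fold change of GBP6 was -0.72 without Obese replicate 5. GJD2 had 6.81 ± 2.13 in Obese and 14.8 ± 2.00 in Lean (SD, n = 5 each). All 6 were selected for not overlapping, so their exact permutation p of 0.00794 follows from the selection. Their limma adjusted p over all genes was 0.856, and between 0.462 and 0.999 in the 17 refits made for each named gene, which did not include sample weights, other variance trends or other filters.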

Values the study reported

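For human MSCs, the study called 52 genes (2.6%) low and 16 genes (0.8%) high in Obese among the 1,973 it assigned to the apoptotic process. Its cellular senescence list gave 1 high gene (0.2%) and 15 low genes (3.6%) among 420. Its cell proliferation list gave 27 high genes (1.3%) and 45 low genes (2.1%) among 2,121.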

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

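All tests in this part were chosen after the values were seen. In each group of 5 libraries, the gap between the farthest library and its nearest neighbour was divided by the range of the group. This ratio passed Dixon's 95% limit in 4 of 74 groups of values, where chance alone gives 3.7, so the count of outlying libraries as such is what chance would produce.

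The number of genes with a value under 0.5 was 428 in Lean replicate 4 and 175 to 230 in the other 4 Lean libraries, a ratio of 0.783. Lean replicate 4 belongs to the lower title number set, as does Lean replicate 3, which lies between the sets, while the other 3 Lean libraries belong to the higher set. Among the 5 libraries of the lower set the ratio was 0.478, with Lean replicate 3 the farthest at 225 genes, so Lean replicate 4 did not stand apart from its own set. The flag is consistent with the difference between sets. Whether that difference comes from the donors or from the libraries was not tested.

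AAAS was flagged in the Lean group for Lean replicate 4, with a value of 48.6 against 31.6 to 34.9 in the other 4 libraries, a ratio of 0.811. After removal of each library's GC trend the ratio was 0.764. MAP3K3 was flagged in the Lean group for Lean replicate 5, with 32.9 against 22.96 to 25.02 and a ratio of 0.793, which became 0.623 after GC removal. GJD2 was flagged in the Obese group for Obese replicate 2, with 3.12 against 7.14 to 8.43 and a ratio of 0.756, which became 0.723 after GC removal. Each rests on 1 library, so the GC trend and a difference of that donor cannot be told apart here, and chance at the rate given above remains open for each. For AAAS the title number set is open too. Lean replicate 4 belongs to the lower set, as do Obese replicates 2, 3 and 5, with 52.3, 58.2 and 57.9. Lean replicate 3, of the same set, had 33.8.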

How the results depend on the processing

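The count of 0 genes at a limma adjusted p under 0.05 held in all 14 alternatives and in all 10 fits that each left out 1 library. Unadjusted p under 0.05 were found at 650 to 2305 genes across those alternatives, the lowest among the fewer genes with a mean of at least 10 and the highest with sample weights. Without Obese replicate 4 there were 1746 such genes, without Lean replicate 4 there were 1795, and without Obese replicate 1 there were 1346. The 6 fits that left out Obese replicate 2, 3 or 5 or Lean replicate 1, 2 or 5 fell to between 522 and 567 such genes. edgeR and DESeq2 were planned as alternatives and not run, because whole reads could not be recovered for nearly all genes. No paired analysis was possible because the labels give no replicate number that the groups share.

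The number of genes past the study rule stayed within 1.5 times of 466 in 12 of 13 alternatives. Only genes with a mean of at least 10 gave 248 (94 high, 154 low), since fewer genes were tested. It ranged from 362 to 821 genes across the 10 fits that each left out 1 library. The 6 fits that kept at least 2 libraries of each set in each group gave 362 to 387 genes. Leaving out an Obese library of the higher set gave 675 and 817, and a Lean library of the lower set 548 (the intermediate Lean replicate 3) and 821, so the count rose where leaving out a library tied the groups more closely to the sets.

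The share of low genes, 69.3% in the main setting, depended on the scaling. It was 52.1% after quantile normalisation (206 high, 224 low), 79.6% with equal library totals (100 high, 389 low), 60.2% after GC removal (170 high, 257 low) and 62.1% for genes with a mean of at least 10. With GC removal and the set as a covariate together, chosen after seeing the data, it was 51.9% (202 high, 218 low). It ranged from 59.9% to 69.6% across the fits that each left out 1 library. After GC removal 299 of the 466 genes (64.2%) were still called in the same direction. No scaling moved the median log2 fold change of all genes by more than 0.1; equal totals gave the lowest, -0.06.

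The share of profile distance between groups was 11.2% to 13.1% in 9 alternatives (exact permutation p from 0.23 to 0.341). The senescence and proliferation differences stayed negative, with exact permutation p above 0.05, in all 7 alternatives each, and the senescence difference was largest with equal library totals (-0.13) and smallest after GC removal (-0.018, exact permutation p = 0.722). The senescence difference ranged from -0.10 to -0.047 across the fits that each left out 1 library, and passed 0.05 in 1 of them (without Obese replicate 1, exact permutation p = 0.0317; the cause was not tested). The proliferation difference was largest with equal library totals (-0.14) and ranged from -0.13 to -0.044 across the fits that each left out 1 library. The apoptosis difference was also largest with equal totals (-0.084, against -0.028 in the main setting). It was close to 0 after GC removal (-0.0045) and with a pseudocount of 5 (-0.0090), and changed sign after quantile normalisation (0.020); the cause was not tested. Across the fits that each left out 1 library it ranged from -0.043 to -0.0053. The swine direction difference was largest with a pseudocount of 0.1 (0.18), changed sign with a pseudocount of 5 (-0.064) and after GC removal (-0.12), and ranged from -0.056 to 0.10 across the fits that each left out 1 library; the cause was not tested. None of these reversals came with an exact permutation p under 0.05. The displayed genes past the study rule numbered 44 to 56 with exact permutation p, median ratio scaling or GC removal and 35 to 57 across the fits that each left out 1 library.

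The 26 named genes were each refitted 17 times, with other pseudocounts, other scalings, GC removal, the set as a covariate and each library left out. Of these 442 refits 436 kept the direction, and the lowest limma adjusted p was 0.462. Sample weights, other variance trends and other filters were not among them; over all genes, sample weights gave the lowest limma adjusted p of any alternative, 0.33. BCL3 changed sign after quantile normalisation (-0.049), after GC removal (-0.054), with the set as a covariate (-0.030), without Obese replicate 2 (-0.0065) and without Lean replicate 2 (-0.0041), while its fold change ranged up to 0.22 (without Lean replicate 4). TERT changed sign after GC removal (-0.024). In the main setting both fold changes were smaller than their errors; the cause was not tested. In simulated libraries, limma called 5.5% and the study rule 37.5% of 200 genes changed 1.4-fold, all with a mean of at least 10, so most changes of that size were missed. Recovery was not tested by coverage, nor for genes with a mean under 10.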

Other observations

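The scalings, removal of the GC trends and the set as a covariate were among the alternatives fixed before the data were examined. Their use here as tests of an explanation, and the other tests in this part, were chosen after the result they bear on was seen.

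The 80 genes that the study displays for apoptosis and senescence in human MSCs all came out in the displayed direction, yet 24 of them lay outside the limits as its methods state them. Of these, 18 had p at most 0.05 and missed only the ratio limit, with ratios of 0.717 to 0.747 for the low genes and 1.36 to 1.399 for the high genes. The other 6 had p just over 0.05. A candidate explanation is that the limits were applied to rounded values, p to 2 decimals and the ratio to 1 decimal. Under that reading 80 of the 80 displayed genes passed, and so did 10 of the 10 genes named in its text, against 5 under the stated limits. A gene among the 80 outside the rounded limits would have counted against the reading. The genes displayed for proliferation were not checked. Over all genes the rounded limits gave 634 calls (197 high, 437 low), 168 more than the stated limits. Of the 52 genes displayed as low in apoptosis, 35 passed the stated limits and all 52 the rounded ones.

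How the 466 calls relate to the groups was tested on other splits of the libraries. Of 100 splits drawn, the real one included, 28 gave as many genes past the study rule, and 32 gave a share as far to one side. For the count at a limma adjusted p under 0.05 the comparison decides nothing, since any split gives at least the real count of 0 (100 of 100). There, 5 splits gave more than 0, of which 1 had the set composition of the real groups. The split that follows the title number sets gave 3804 rule calls with the higher set over the lower and 3927 with the lower set over the higher, since the ratio limits are not mirror images. With the set as a covariate the real comparison gave 459. Among the 78 drawn splits with the same set composition as the real one, 6 gave as many rule calls, with a median of 294, and 5 gave as many genes at an unadjusted limma p under 0.05 (863), with a median of 435.5; both counts include the real split. The real counts therefore lie near the upper end of these splits, and 27 of all 100 gave as many at the unadjusted p. Simulated libraries with counting error and an extra spread (dispersion 0.01) in unchanged genes gave up to 435 calls. Their range is not that of regrouped real libraries (228 to 689), and they do not hold counting error alone. The simulation therefore does not decide how much of the number is counting error. After removal of the GC trends 427 genes were called. With the trends removed, 9 of the 78 splits with the same set composition gave as many, the real one included, with a median of 343. How many of the 466 calls the trends could explain stays open. A difference between Obese and Lean in a small number of genes stays open too. By the rule count or the unadjusted limma count, the share of splits with as many was not under 5%.

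Low calls outnumbered high calls. The limits of the rule are not mirror images, but simulated libraries gave a share of at most 51.8% low, so this does not account for the excess. The share was 52.1% after quantile normalisation, 68.9% with median ratio scaling and 79.6% with equal library totals. It therefore depends on the scaling. With GC removal and the set as a covariate together it was 51.9%. The excess lay in genes with low coverage. In genes with a mean under 10, 169 of 218 calls were low, and at 10 to 20, 114 of 166. At 20 to 50, 40 of 77 were low, and at 50 or more, 0 of 5. The scaling of libraries of unequal contrast is a candidate source among others. These values do not decide it, because rescaling moved the share in both directions. The excess therefore may not show a general loss of 5hmC in Obese MSCs.

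Absence of calls in limma is not explained by too little power for a set of 200 genes changed 2-fold at moderate or high coverage. When 200 genes with a mean of at least 10 were changed 2-fold in the real values under regrouped libraries, 67.5% were called. So a set of 200 such changes would likely have been seen, while smaller changes stay open. A 2-fold change in fewer genes stays open too, since only sets of 200 were tested. Changes in the 4679 genes with a mean under 10, which hold 218 of the 466 rule calls, stay open too.

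High calls sat on GC-rich exons and low calls on GC-poor exons. Over 17340 genes the log2 fold change rose with exon GC (Spearman's rho across genes 0.411; genes are not independent replicates), and within sets rho was 0.269. Of the 100 assignments that keep the set composition, the real one alone gave a rho as large in size pooled, and 2 did within sets; the median size over the assignments was 0.209. The GC slope of Obese libraries exceeded that of Lean libraries of the same set (exact permutation within sets p = 0.02, adjusted 0.07 over 7 measures). This slope difference largely restates the rise of the fold change with exon GC, so it does not test where that rise comes from. Library GC trends remain a candidate source of the GC difference between high and low calls. Whether the trend arises in the preparation or sequencing of libraries, or from a shift of 5hmC towards GC-rich genes in Obese MSCs, was not decided: coverage without immunoprecipitation was not analysed here.

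The split of the libraries by title number was the main structure in the table. Read depth is argued against, since pairs from different sets with nearly equal estimated depth still had a median pair index of 2.58, against 1.11 for pairs from the same set with unequal depth. A few dominant genes are argued against, as the 100 highest genes held at most 6.77% of a library. GC trends alone are argued against, because 1652 genes differed between sets at a limma adjusted p under 0.05 after GC removal, 1146 of them among the 3659 that differed before. The division into Obese and Lean is argued against by the median index of 1.12 between Obese and Lean libraries of one set. What remains is consistent with a difference in the contrast of the immunoprecipitation. After GC removal, each library's deviation from the gene mean was compared with coverage density (mean value per exon length). On average it rose with density in the lower set (mean Spearman's rho across genes 0.209, range -0.0061 to 0.316). In the higher set it fell (-0.261, range -0.298 to -0.22). The sets differed with an exact permutation p of 0.00794, the smallest possible. Deviations from the mean cancel over the libraries, so the opposite signs are 1 observation. The lower set also had more genes under 0.5 (346 against 211 on average) and a larger share in its 100 highest genes (6.47% against 5.19%). Weaker enrichment in the higher set might give this pattern, and so might a difference between the donors of the sets, which the labels do not describe; the latter was not tested.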
